A study of Mus musculus with 2 samples. Its data were reported in "Genetic disruption of the circadian gene Bmal1 in the intestinal epithelium reduces colonic inflammation" (2025).

How the data were processed

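BMAL1 is the DNA-binding activator of the circadian clock, and CUT&Tag is an antibody-directed assay that cuts and tags DNA where the antibody sits, so that sequenced fragments pile up at bound sites. The labels described 2 mouse CUT&Tag libraries, 1 in a control group and 1 in a Bmal1 group. A single peak list was analysed. According to the study's methods, mouse colonic organoids (epithelial cultures grown from colon crypts) were fixed in formaldehyde and probed with a rabbit anti-BMAL1 antibody. Reads were mapped with HISAT2 2.2.1 to GRCm38 (mm10 in the submitters' processing notes), and multi-mapping and duplicate reads were dropped. Coverage was computed with SAMtools 1.9, peaks were called with MACS2 2.2.7.1 and annotated with ChIPseeker 1.37.0. The settings of the caller were not given in the sources used here, nor was which of the 2 libraries served as treatment and which as control in the call. The study names organoids of wild-type mice for this assay. Whether the control of the call was an antibody control or organoids without Bmal1 is not stated.

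Per peak, the authors deposited a peak score as MACS2 writes it (the −log10 q-value times 10, rounded down), a fold enrichment (the ratio of the tag pileup to the expected background at the summit), a −log10 p-value, a −log10 q-value, and the offset of the summit from the peak start. No column belonged to 1 sample, and there were no replicates. Each fold sets a treatment library against a control library. Which libraries these were is not stated, so no comparison between the 2 labelled groups could be read from it. Every fold and q printed is the authors' own value, used to describe and rank peaks within this list. The design, the gene lists, the motifs and the alternatives were fixed before the data were examined, but part of the study's own annotated peak table had been read by then. The core clock list holds genes long known as BMAL1 targets.

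The tags behind each peak were recovered from the deposited values. In MACS2 the fold is (pileup + 1)/(background + 1) and p is a Poisson tail, so 1 whole pileup and 1 background fit each pair of values. A whole pileup within 0.001 of the deposited −log10 p was found for 3572 of 3572 peaks. The backgrounds lay on regular grids or at the genome-wide background. The widest step, 0.652, is the weight of 1 control tag in a window of 1 fragment length. Wider windows gave finer steps, 0.192 for 1 kb. The smallest peak width, 295 bp, served as the fragment size of the call. The genome-wide background of 0.230 tags then corresponds to about 1.46 M (mega) treatment tags with the mouse genome size preset of MACS2, or 2.06 M with the full sequenced length of the assembly. The control library was 1.53 times as deep. The text gives 95% exact Poisson intervals of the pileup, carried to the fold. They cover counting error only, and leave out the error of the background and any variation between organoid cultures.

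Peaks were placed on the GRCm38 sequence and on the GENCODE M21 annotation. A promoter peak was a summit within 3 kb of any transcription start site (TSS) of a protein-coding gene. The share of summits at promoters was tested against the share of the sequenced genome within 3 kb of such a TSS (exact binomial test, with Wilson intervals). Promoter peaks in 22 gene lists were compared with all other protein-coding genes by two-sided Fisher's exact tests, and the log2 fold of each gene's strongest promoter peak by permutation (100000 permutations, lists with at least 3 such genes). Reactome pathways of 15 to 500 genes were tested by Fisher's exact test against all pathway genes. The p-values were adjusted by Benjamini-Hochberg within each family, at a threshold of 0.05. The E-box CACGTG, the DNA word bound by BMAL1 with its partner CLOCK, was searched within 100 bp of each summit and in a window of the same size 1 kb away, on a side drawn at random. Both windows of a peak were compared with an exact McNemar test, as were 23 other motifs. The E-box share was related to fold by Spearman's rho over peaks, with a permutation p. All tests were two-sided. Peaks and genes are not independent replicates, so each p describes this list.

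Named genes followed a fixed rule. It took all core clock genes, Trp53, Bax, Bak1, Bbc3, Bcl2l11, Bad and Bid. It added the nearest genes of the 10 strongest promoter and 10 strongest distal summits, up to 4 members of each other list (all where 5 or fewer had a peak), and up to 3 genes in each of 5 leading pathways.

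Alternatives covered the promoter window, the peak threshold, the chromosomes used, summit against interval, the assignment of a peak to genes, the TSS set, random lists matched on promoter CpG and GC content (10000 draws), the motif window, the E′-box, GC-matched random positions and q as the measure of strength. Python 3.11, numpy, pandas and scipy did the calculations. Pileup recovery, list tests, matched draws, motif counts, strength permutations and summit assignment were tested on simulated data. No simulation covered the promoter share, the pathway tests, Spearman's rho or the X chromosome estimates. The right pileup was found for 2000 of 2000 simulated peaks, 200 of 200 planted gene lists and 15 of 1000 random lists passed the Fisher threshold, and an E-box planted in 12.2% of 2000 windows gave an excess of 10.8 percentage points.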

Results

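To find where BMAL1 sits on chromatin in the colonic epithelium, the study profiled mouse colonic organoids by CUT&Tag. The labels put 1 library in the control group and 1 in the Bmal1 group. Which of them the peaks were called on is not stated, so they are referred to as BMAL1 peaks by the antibody alone. The peak list held 3572 peaks on 23 sequences of GRCm38. Peaks had a median width of 446 bp and a median fold enrichment of 6.51 over background, from 1.45 to 78.9. The median −log10 q was 6.62, and the lowest was 2.0. Support per peak was thin. The median pileup was 11 tags, and 1696 peaks (47.5%) rested on 10 tags or fewer. With 1 list and no replicates, no value below has a replicate check.

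**Figure D1:**
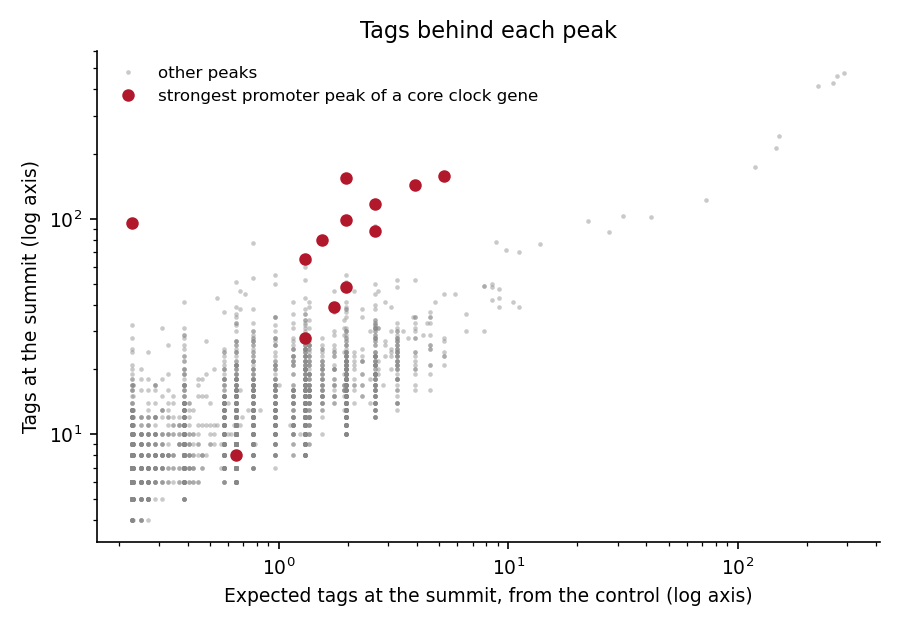
Tags at the summit of each peak (vertical log axis) against the tags expected from the control (horizontal log axis), both recovered from the deposited fold and p. Red points are the strongest promoter peaks of the 13 core clock genes that had one, and grey points are all other peaks. Most core clock peaks carried more tags than other peaks at the same background, while Clock had 8 tags.

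BMAL1 summits gathered at promoters. Of the 3572 summits, 2316 (64.8%, Wilson 95% interval 63.3 to 66.4%) lay within 3 kb of a TSS of a protein-coding gene, and 2074 (58.1%) within 1 kb. Such sequence makes up 9.31% of the genome, so promoters were hit 6.96 times as often as their length would give (exact binomial test, two-sided −log10 p 1437). Of the remaining summits, 767 were intergenic, 461 lay in introns, 21 in untranslated exons and 7 in coding exons. In all, 2558 of 21924 protein-coding genes (11.7%) had a promoter peak. Genes with CpG-rich promoters had one more often. The share rose from 2.14% in the lowest decile of promoter CpG ratio to 22.6% in the highest.

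The core clock genes stood out both in how many were bound and in how strongly. A promoter peak was present at 13 of 20 core clock genes (65.0%), against 11.6% of other genes (odds ratio 14.1, Fisher's exact test, adjusted p = 5.6e-07). Their strongest promoter peaks had a median fold of 28.6, against 6.65 at other genes. The ratio of geometric means was 3.57 (permutation test, adjusted p = 0.00017, from a raw p of 1e-05, the smallest that the permutations can give). Of the 10 promoter summits with the highest fold in the list, 7 belonged to this group.

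Cry1, which encodes a repressor of the BMAL1:CLOCK dimer, carried the peak with the highest fold of all. It spanned chromosome 10 from 85183607 to 85185837, with its summit at −197 bp from the TSS and a fold of 78.9 (95% counting interval 64.1 to 96.2) from 96 tags. Nr1d1, encoding the repressor REV-ERBα, followed with 52.8-fold (44.8 to 61.7) in an intron on chromosome 11, from 98772448 to 98777244. Its −log10 q of 221.8 was the highest of the list, against 206.2 for Cry1. A second, intergenic Nr1d1 peak, with its summit at 98783403, reached 31.5-fold. The peak of its paralogue Nr1d2 had a fold of 32.7 (27.1 to 39.1). The Period genes, whose products repress the dimer together with the cryptochromes, all carried promoter peaks. Per2 reached 33.8-fold (27.6 to 41.1) on chromosome 1, from 91457879 to 91460126. Per1 reached 29.5-fold (24.9 to 34.7) on chromosome 11, from 69094444 to 69096301, and Per3 28.6-fold (22.2 to 36.4) on chromosome 4, from 151043535 to 151045449. The transcriptional repressor gene Ciart had a fold of 31.9. Tef and Dbp, 2 genes for PAR bZIP output factors, had folds of 25.6 and 24.7. Cry2 (16.6), Bhlhe40 (14.6) and Rorc (12.6) were lower, and Clock was the lowest of the 13, at 5.45 (2.7 to 10.1) from 8 tags.

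The other 7 core clock genes had no promoter peak. These were Arntl, the gene for BMAL1 itself, and Npas2, Rora, Rorb, Hlf, Nfil3 and Bhlhe41. For Nfil3 and Bhlhe41 a summit lay nearby, 6.24 kb and 9.28 kb downstream of a TSS, with folds of 10.6 and 16.9. For Arntl the nearest summit was 208 kb away. Within 10 kb of a TSS, 15 of the 20 core clock genes had a summit, and 6 had more than 1. Per1 had 4 and Dbp 3.

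Genes that regulate the clock or follow it were also bound more often, at 9 of 20 (45%, Fisher's exact test, adjusted p = 0.0011). The strongest were Klf10 (20.6-fold), Dgat2 (17.6), Wee1 (14.3) and Klf9 (10.4). Wee1 encodes a kinase that holds back mitotic entry. The folds of these 9 genes were 1.4 times those of other genes, which did not pass the threshold after adjustment (permutation test, adjusted p = 0.057). They passed with peaks of at least median fold (ratio 1.42, permutation test, adjusted p = 0.037) and with −log10 q as the measure of strength (ratio 1.93, permutation test, adjusted p = 0.031).

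**Figure D2:**
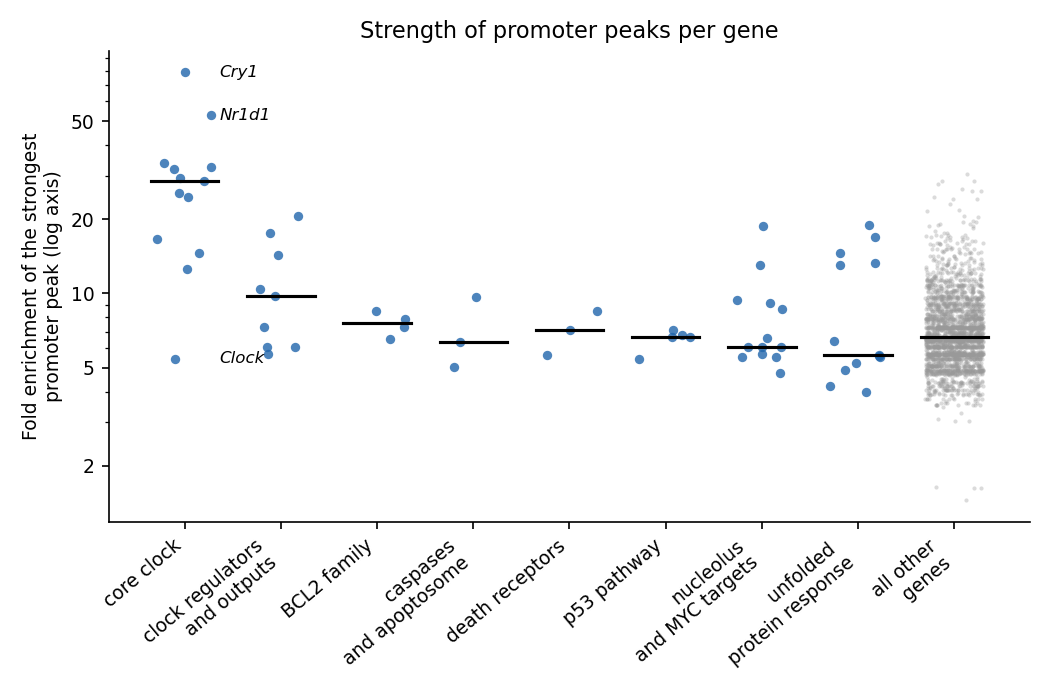
Fold enrichment of the strongest promoter peak of each gene (log axis) in 8 gene lists and in all other genes, with 1 point per gene and a bar at the median. The core clock median of 28.6 lies far above the 6.65 of other genes, while the apoptosis and p53 lists lie near it.

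Because the study asks whether BMAL1 acts on cell death genes, 4 apoptosis and p53 lists were tested. The study's enrichment concerned genes both bound and reduced in expression. These lists were tested on all promoter peaks, so they do not repeat it. None of the 4 lists passed the threshold under the 3 kb rule with all peaks. For 3 of them the direction depended on the setting, but none of the values in the lower direction passed the threshold. The BCL2 family had 4 of 17 (23.5%, odds ratio 2.33, Fisher's exact test, adjusted p = 0.22) and the death receptor list 3 of 15 (20%, odds ratio 1.89, adjusted p = 0.48). The p53 pathway had 5 of 32 (15.6%, odds ratio 1.4, adjusted exact p = 0.48) and the caspase and apoptosome list 3 of 21 (14.3%, odds ratio 1.26, adjusted p = 0.73). The BCL2 family passed the threshold when each summit was given to the nearest gene at any distance, with 7 of 17 genes (odds ratio 4.53, adjusted exact p = 0.0097), and with peaks of at least median fold (odds ratio 4.55, adjusted p = 0.048). With −log10 q of at least 10 none of its 17 genes had a peak (odds ratio 0), as was the case for the p53 pathway. Only 759 of 21924 genes (3.46%) had a promoter peak at that setting, so an absence in lists this short says little. Against matched random lists the BCL2 family had 4 genes with 2.78 expected (adjusted p = 0.82 by permutation over matched draws), the p53 pathway 5 with 5.67 expected and caspases with the apoptosome 3 with 3.44 expected.

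Single genes of these lists did carry peaks, at folds from 5.05 to 9.68. All peaks had a median of 6.51 and quartiles of 5.57 and 8.13. Bax, which encodes an effector that permeabilises mitochondria, had a peak on chromosome 7 from 45466557 to 45466873, with its summit 153 bp inside the gene in an untranslated exon. Its fold was 6.51 (3.76 to 10.6) from 14 tags. Bbc3, which encodes the p53-induced activator PUMA, had 7.87-fold (4.36 to 13.3) on chromosome 7 from 16309094 to 16309484. Bid had 8.47-fold (4.79 to 14.1) on chromosome 6 from 120916719 to 120917399, and Bok 7.31-fold. The caspase and apoptosome list, which also holds inhibitor of apoptosis genes, gave Birc2 (9.68-fold) and Birc6 (6.34), both of that kind. It also gave Casp3, the executioner caspase gene, at 5.05 (2.31 to 10.2) from 6 tags. The death receptor list gave no receptor, but the inhibitor gene Cflar (8.46), the adaptor gene Fadd (7.14) and the ligand gene Tnf (5.62). The p53 pathway gave Rrm2b (7.14), Sesn1 (6.82), Chek1 (6.66), Gadd45b (6.66) and Gadd45g (5.45). In none of the 4 lists did the strength of these peaks pass the threshold against other genes in the permutation test (adjusted p 0.88 for the BCL2 family and p53 pathway, 0.99 for the other 2).

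No promoter peak was listed at Trp53, the gene for p53, nor at Bak1, Bcl2l11 or Bad. The nearest summits lay at 44.3 kb from a TSS of Trp53, −19.1 kb from Bak1, 51.9 kb from Bcl2l11 and −19.7 kb from Bad, where a minus sign means upstream. At the genome-wide background the weakest called peaks had 4 tags, so weaker binding at these promoters was not detectable at this depth.

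Several other gene groups were bound more often than other genes. Nucleolar and MYC target genes, which serve ribosome production, had promoter peaks at 13 of 21 (61.9%, odds ratio 12.4, Fisher's exact test, adjusted p = 6.5e-07). Rrp9 (18.8-fold), Srm (13), Bop1 (9.39) and Ncl (9.13) led them. The median fold of the 13 was 6.09, against 6.66 at other genes (permutation test, adjusted p = 0.88). Genes of the unfolded protein response, which copes with misfolded protein in the endoplasmic reticulum, had 13 of 22 (59.1%, odds ratio 11, adjusted exact p = 9.5e-07). Atf3 (18.9), Pdia4 (17.0), Canx (14.6) and Herpud1 (13.3) were highest, but the median of these 13 genes was 5.64, against 6.66 at other genes (permutation test, adjusted p = 0.61). Autophagy and lysosome genes each had 10 of 27 (37.0%, odds ratio 4.47, adjusted exact p = 0.0022 for both). Uvrag (15.8), Atg3 (11.7), Bnip3 (11.5) and Atg14 (8.47) were highest in the first, and Cln3 (12.6), Hexa (7.32), Lamp1 (6.97) and Mcoln1 (6.78) in the second.

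Cell cycle genes had 10 of 29 (34.5%, odds ratio 4.00, Fisher's exact test, adjusted p = 0.0031). The G1 cyclin gene Ccne2 reached 24.2-fold (17.4 to 32.9), Cdk4 13.8, Ccne1 10.1 and Cdc25b 8.95. Lipid metabolism genes had the same 10 of 29, with Dgat2 (17.6), Mttp (11.7), the fatty acid synthase gene Fasn (10.2) and Ldlr (9.08) on top. Hypoxia genes had 7 of 21 (33.3%, odds ratio 3.79, adjusted exact p = 0.019), among them Hif1a (15.2), Ldha (11.5), Slc2a1 (8.47) and Aldoa (6.66). Against random lists matched on promoter CpG and GC content, 8 of the 9 called lists passed the threshold again and hypoxia did not (7 observed, 3.92 expected, adjusted p = 0.32 by permutation over matched draws). With all peaks, strength did not set any of the 7 called lists outside the clock apart from other genes (permutation test, adjusted p 0.37 to 0.88). With −log10 q of at least 10, the calls for autophagy (odds ratio 3.50), hypoxia (2.94), lipid metabolism (4.48) and lysosome (1.07) were lost. Hypoxia was also lost with a 10 kb window (odds ratio 2.82, adjusted exact p = 0.064) and with 1 TSS per gene (odds ratio 2.03, adjusted exact p = 0.37), and lysosome with peaks of at least median fold (odds ratio 3.36, adjusted exact p = 0.056).

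The remaining lists were not called under the 3 kb rule. Wnt and stem cell genes had 7 of 29 (24.1%, adjusted exact p = 0.15), with Ccnd1 at 10.6-fold, Ascl2 at 7.94, Ephb3 at 7.26 and Axin1 at 6.88. They were called when each summit went to the nearest gene, up to 3 kb away (odds ratio 2.92, adjusted exact p = 0.044) or at any distance (16 of 29, odds ratio 7.99, adjusted exact p = 1.4e-06). Epithelial and colonocyte genes had 7 of 30 (23.3%, adjusted exact p = 0.15), with Cldn3 at 7.70, Klf4 at 6.08, Ceacam1 at 5.65 and Elf3 at 5.64. They were called with a 10 kb window (odds ratio 2.82, adjusted exact p = 0.025), and with the nearest gene up to 3 kb away (odds ratio 2.79, adjusted exact p = 0.048) or at any distance (13 of 30, odds ratio 4.96, adjusted exact p = 0.00021). Inflammation and NF-κB genes had 5 of 32 (15.6%, adjusted exact p = 0.48), namely Rela (8.24), Relb (7.43), Nfkb2 (6.16), Nfkbia (5.64) and Tnf (5.62). Ribosomal protein genes had 15 of 84 (17.9%, adjusted exact p = 0.16), with Rpl13a and Rps11 sharing a summit of 12-fold, and Rplp1 at 8.95 and Rpl18 at 7.76. Markers of other cell types were rarely bound. Goblet cell genes had 0 of 15, enteroendocrine and tuft cell genes 0 of 20, and stromal and endothelial genes 0 of 18. Immune cell markers had 1 of 22 (Ly6g, 6.66-fold) and neural and other tissue markers 1 of 20 (Elavl3, 11.4-fold). None of these low shares passed the threshold against other genes in Fisher's exact test (adjusted p 0.25 to 0.73).

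**Figure D3:**
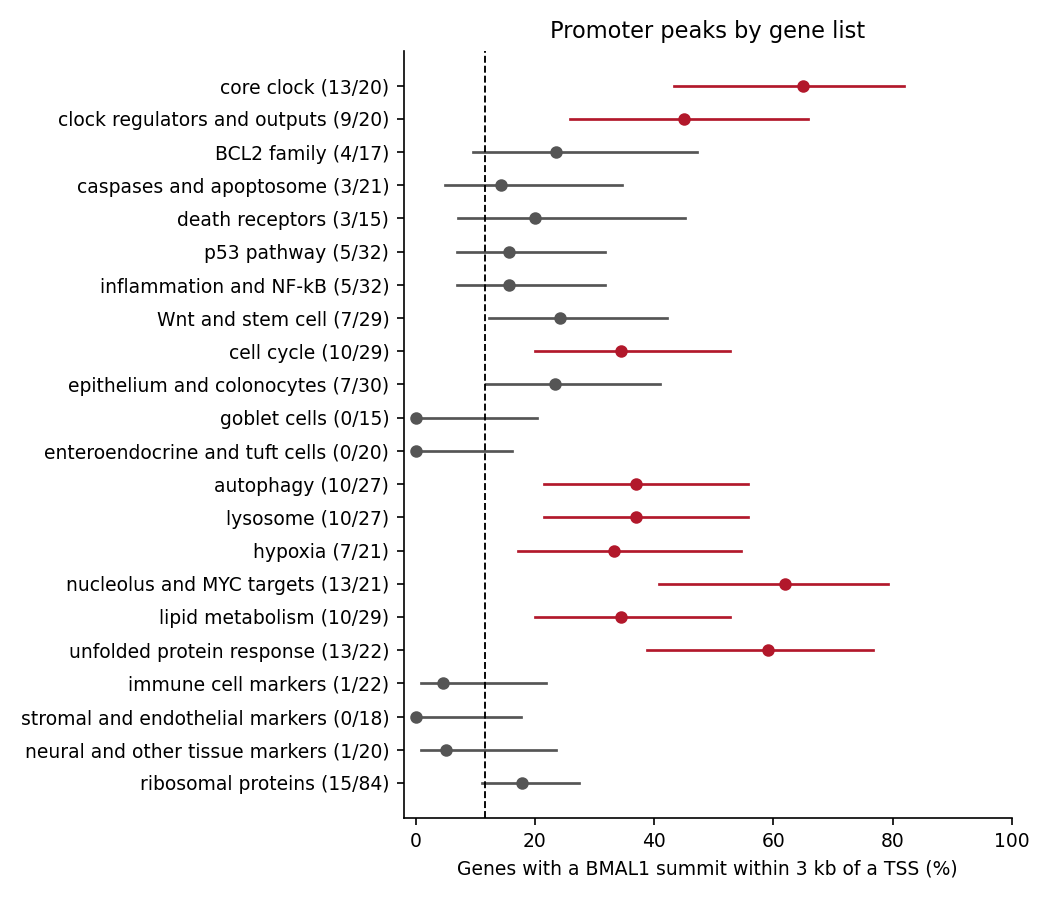
Percentage of genes with a summit within 3 kb of a TSS in each of the 22 lists, with Wilson 95% intervals. Red lists passed an adjusted p of 0.05, and the dashed line marks the 11.7% of all protein-coding genes. The core clock (65.0%) and the nucleolar list (61.9%) are highest, and the apoptosis and p53 lists overlap the line.

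Outside the fixed lists, strong promoter peaks were found at Nptn (30.5-fold), a cell adhesion gene on chromosome 9 from 58580735 to 58582861, at Igsf8 (28.6) and at Alpk1 (28.5), which encodes a kinase that senses bacterial sugars. Far from promoters, the highest fold was 44.1 (34.9 to 54.9), in an intergenic peak on chromosome 14 from 34363165 to 34364131, with its summit at −8215 bp from the TSS of Fam25c. An intronic peak of Klhl29 on chromosome 12, from 5213179 to 5214281, reached 30.3-fold and held 2 E-boxes within 100 bp of its summit. The other leading distal peaks lay closest to Nanos3 (26.9), Slc2a5 (26.8), Mbnl2 (24.5), Atxn7l1 (23.6), Usp46 (23.1), Higd1c (22.4) and Tns4 (22.0). Slc2a5 encodes the fructose transporter.

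Across Reactome, 925 of 6825 pathway genes (13.6%) had a promoter peak. Of 769 pathways, 79 had more genes with a peak and 15 had fewer (Fisher's exact test, adjusted p below the 0.05 threshold). Genes of the pathway of ligand binding to G protein-coupled receptors, which holds ligands as well as receptors, were rarely bound, at 8 of 382 (2.09%, odds ratio 0.129, adjusted exact p = 1.1e-12). Ptch1 (7.89-fold), Edn2 (7.32) and F2rl1 (7.26) were the highest of the 8. The pathway of rhodopsin-like receptors, their ligands included, had 6 of 291 (adjusted exact p = 8.8e-10), led by Edn2, F2rl1 and P2ry2 (6.94). Genes of chromatin-modifying enzymes had 67 of 211 (31.8%, odds ratio 3.12, adjusted exact p = 8.8e-10), and chromatin organization gave the same numbers. Jade1 (15.7), Cdk4 (13.8) and Brpf1 (12.4) led these. Cellular stress response genes had 68 of 231 (29.4%, adjusted exact p = 1.9e-08), with Hif1a (15.2), Egln2 (15.2) and Cdk4 on top. The apoptosis pathway had 29 of 150 (19.3%, odds ratio 1.55, adjusted exact p = 0.18). With promoter CpG ratio and the number of TSSs as covariates, 36 pathways were higher and 6 lower, all of them among those called before.

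The E-box was more frequent at summits than at control positions. CACGTG lay within 100 bp of 525 of 3571 summits (14.7%, Wilson 95% interval 13.6 to 15.9%), against 127 windows 1 kb away (3.56%, exact McNemar test, p = 5.9e-64). At GC-matched random positions the share was 3.65%. Neither control was matched on CpG, which CACGTG contains, so how much of the excess follows CpG-rich sequence was not tested. Summits at promoters (14.4%) and farther away (15.2%) were not told apart (Fisher's exact test, odds ratio 0.939, p = 0.52). The share was 10.3% (8.32 to 12.8%) in the weakest quintile of peaks and 23.9% (21 to 27.2%) in the strongest. Over peaks, fold and E-box were weakly related (Spearman's rho 0.129, permutation p = 1e-05, the smallest that the permutations can give). E-boxes were not tightly centred. Within 250 bp, 31.6% of summits had one, against 8.12% of flanks.

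**Figure D4:**
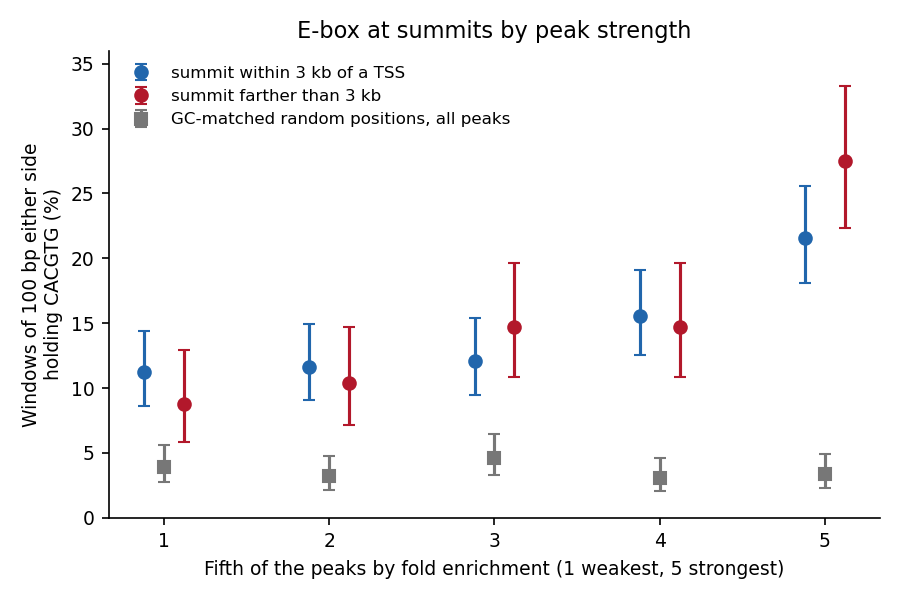
Percentage of windows of 100 bp either side of the summit that hold CACGTG, by quintile of fold enrichment from weakest to strongest, with Wilson 95% intervals. Blue circles are summits within 3 kb of a TSS, red circles are summits farther away, and grey squares are GC-matched random positions for all peaks. The strongest quintile reached 21.6% at promoters and 27.5% farther away, while random positions stayed between 3.08 and 4.64%.

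Among promoter peaks, an E-box within 100 bp of the strongest summit was found at 4 of 13 core clock genes (30.8%) and at 2 of 15 apoptosis and p53 genes with a peak (13.3%). The latter were Tnf and Gadd45g. The difference between the 2 groups did not pass the threshold (Fisher's exact test, p = 0.37), and all other genes stood at 14.5% (p = 1.0 against the apoptosis and p53 genes, p = 0.11 against the core clock genes). Within 250 bp the core clock genes had 8 of 13 (61.5%) against 31.8% of other genes (Fisher's exact test, unadjusted p = 0.033), and within 50 bp 0 of 13 against 7.43% (exact p = 0.62). The apoptosis and p53 genes had 6 of 15 within 250 bp (40%, exact p = 0.58 against other genes and p = 0.45 against the core clock genes). Ciart had 4 E-boxes within 250 bp of its strongest summit, Nr1d1 and Tef 3 each, and Per1 and Rorc 2 each. Per2, Per3, Cry2, Dbp and Clock had none there, although a second Dbp promoter summit, of 23.3-fold, had 2. Bax had 2 within 250 bp, and Bbc3 and Bid none.

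Several other motifs were more frequent at summits than 1 kb away. The related E′-box CACGTT was at 5.63% against 3.56% (exact McNemar test, adjusted p = 8.8e-05). CACGTG followed 6 bp later by the looser form CANNTG was at 0.70% against 0.0840% (adjusted exact p = 8.2e-05). With 7 bp between them, the pair was at 0.336% against 0.0840% and did not pass (adjusted exact p = 0.060). CANNTG alone was at 61.5% against 62.3% (adjusted exact p = 0.48). The hypoxia response element, which shares bases with the E-box, was at 20.8% against 7.28% (adjusted exact p = 9.2e-62). The promoter motifs GC box (8.85% against 1.62%, adjusted exact p = 3.3e-46) and NFY (15.1% against 5.82%, adjusted p = 1.0e-37), and the AP-1 site (7.64% against 3.05%, adjusted p = 2.1e-17), were also more frequent. So were the CRE (0.784% against 0.140%, adjusted exact p = 0.00016), ETS (1.65% against 0.280%, adjusted exact p = 5.5e-09), NRF1 (0.532% against 0%, adjusted exact p = 1.3e-05) and YY1 motifs (0.280% against 0.0280%, adjusted exact p = 0.022). Like CACGTG, these and the GC box contain a CpG, while the AP-1 site does not. The GATA motif was less frequent (1.57% against 3.0%, adjusted exact p = 0.00016). The p53 half-site did not pass the threshold (5.66% against 6.69%, adjusted exact p = 0.11), nor did the D-box (0.616% against 0.840%, adjusted p = 0.43) or the retinoic acid-related orphan receptor element (adjusted p = 1.0).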

Values the study reported

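Among cell death genes, the study singled out p53, Bax and Bak1 as having BMAL1 at their promoters. It showed this as browser tracks of the CUT&Tag signal in organoids of control mice. Its candidate target list numbered 495, and a gene entered it when BMAL1 was bound there and its mRNA was also reduced in the expression data. The study found this list enriched for cell death and apoptosis. In chemically inflamed colon without epithelial Bmal1, it also reported lower mRNA of the genes singled out, less of a cleaved caspase and fewer dying cells. Cultured colonic organoids were examined as well. When these lacked Bmal1, the study reported lower transcript levels of Trp53, Bak1, Bcl2l11, Bbc3, Bid and Bad. Staining for dead cells and for the cleaved caspase was also reported as lower there.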

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

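A signal above the control was listed on 3 sequences outside chromosomes 1 to 19 and X, which no named gene of the comparisons lies on. The peak on the mitochondrial genome had a fold enrichment of 1.63 (95% counting interval 1.48 to 1.78), with 474 tags over a background of 290.9. The peak on the Y chromosome had a fold of 4.12 (2.82 to 5.83), and that on an unplaced contig 4.27 (3.48 to 5.20).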

How the results depend on the processing

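Of 347 values recomputed under alternative settings, 292 kept their direction and side of the threshold or, for counts, stayed close. Counts of 11 and 12 called lists were thus taken as kept against 9. The alternative with chromosomes 1 to 19 and X only kept 3569 of 3572 peaks, so it could change little. The core clock list was called under every setting of both its tests, with odds ratios from 10.4 (1 kb window) to 42.5 (−log10 q of at least 10) and, against matched random lists, 3.99 times the expected number. The promoter share stayed above the genome under all 8 alternatives, as did the E-box over its control under all 7, and the rise of the E-box with strength was called under all 7 of its own. The cause of the changes below was not tested, beyond fewer peaks or genes entering a stricter setting. Depth limits the weak peaks most, since 47.5% had 10 tags or fewer.

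With −log10 q of at least 10, 923 peaks remained, 5 lists were called instead of 9, 17 pathways were higher and 4 lower, the BCL2 family and the p53 pathway each had an odds ratio of 0, and the odds ratios were 0.996 for Wnt and stem cell, 0.962 for epithelium and 1.47 for neural markers. Only 3.46% of all genes had a promoter peak at this setting. The ribosomal strength ratio was 0.928. With fold of at least the median, 1862 peaks remained, 3 lists were stronger instead of 1 (clock regulators and outputs and the unfolded protein response were gained), 31 pathways were higher and 4 lower, and odds ratios were 4.55 for the BCL2 family, 0.738 for caspases, 0.984 for inflammation and 0.509 for epithelium. Strength ratios were 0.851 for the BCL2 family, 0.912 for Wnt and 0.935 for ribosomal genes. With −log10 q as strength, 2 lists were stronger (clock regulators and outputs gained), and the ratios were 1.07 for caspases, 1.04 for death receptors and 1.07 for inflammation. With matched random lists, the ratio to expectation was 0.871 for caspases, 0.882 for the p53 pathway and 0.95 for ribosomal genes. A 10 kb window gave caspases an odds ratio of 0.937, and assignment to the nearest gene at any distance gave the BCL2 family 4.53. With covariates, 36 pathways were higher and 6 lower. Within 50 bp of the summit, the E-box share of apoptosis and p53 genes was 13.3 percentage points above that of core clock genes, which had none. No paired analysis was possible, because the 1 list has no replicates and does not say which library was the treatment and which the control.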

Other observations

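Other groups among the 79 pathways with more promoter peaks were described by what they hold. Genes switched on by SREBP, the regulator of sterol and fatty acid synthesis, had a promoter peak at 11 of 23 (47.8%, odds ratio 5.91, Fisher's exact test, adjusted p = 0.0015), with Idi1, Fasn and Srebf1 the strongest. Genes activated by BMAL1 with CLOCK or NPAS2 in the same collection had 9 of 16 (56.3%, adjusted exact p = 0.0014). Toll-like receptor cascades had 31 of 105 (29.5%, adjusted exact p = 0.00041), and their strongest members were the phosphatase genes Dusp7 and Dusp4 and the kinase gene Mapk8. Cellular senescence genes had 38 of 122 (31.1%, adjusted exact p = 2.2e-05). The most summits within 10 kb of a TSS were 5, at Atf3, Pnpla2, Sphk2 and Thra, the last of which lies beside Nr1d1. These genes and pathways were chosen after their values were seen.

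The tests on Trp53 and Bak1, the test on ribosomal protein genes and the combined estimate for the X chromosome were chosen after the values were seen. The design gives no groups to compare within 1 list, so no biological explanation tied to a difference between groups was tested for any of the 3 patterns. E-boxes, transcription and the copy number of the X chromosome were weighed from the list alone.

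The lists called beside the clock lists held 175 genes, of which 72 (41.1%) had a promoter peak. Sets matched on promoter CpG and GC content gave 26.0 genes (central 95% 17 to 36). The lists were picked because they had more promoter peaks in these data, so this total is not a separate test. Tested list by list, with p adjusted over all the fixed lists, every one of these lists but hypoxia passed against its own matched sets. For the lists that passed, promoter CpG and GC content as matched did not account for the excess. The number of TSSs was not matched. Ribosomal protein genes, picked by name, stood in for genes transcribed strongly in all cells. Their expression was not measured here, and the name rule admits paralogues such as Rps27l. Of these genes, 15 had a promoter peak where matched sets gave 15.8 (central 95% 9 to 23). This lends heavy transcription as such no support but does not exclude it from a single class of genes. Whether E-boxes explain the promoter peaks of the called lists stays open. Within 100 bp of the summit, 18.1% of these genes and 14.3% of other genes with a peak had CACGTG (odds ratio 1.32, interval 0.745 to 2.48, exact p = 0.39), while within 250 bp it was 48.6% against 31.3% (odds ratio 2.07, p = 0.0029).

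The X chromosome had 35 peaks, or 3.69 per 100 genes, against 17.0 per 100 on the autosomes, a ratio of 21.7% (15.1 to 30.2%). Promoter composition argues only for part of this, since 32 X-linked genes had a promoter peak and matched autosomal sets gave 95.9 (central 95% 78 to 114). With a single X copy fewer tags are expected, yet 62.4% of autosomal peaks would still pass the lowest −log10 p of the list with their pileup and background divided by 2, the background held at no less than the genome-wide value. Both together would leave 59.9 X-linked genes, above the upper counting bound of 45.2 for the number seen. What lowers the X chromosome further stays open.

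No promoter peak fell to Trp53 or Bak1, where the study reports binding. Whether that statement rests on this peak list was not tested. Assignment of a nearby peak to another gene is not the reason, because no summit lay within 10 kb of a TSS of either gene. The nearest lay at 44.3 kb from Trp53 and −19.1 kb from Bak1. Under 6 assignment rules, among them interval overlap and the nearest gene at any distance, 0 peaks fell to either gene. These rules overlap, so they add little beyond the distances. Tags below the calling threshold cannot be told apart from no binding, because the lowest called pileup at the genome-wide background was 4 tags and the list holds no tags outside peaks.

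Backgrounds above 20 tags marked 12 peaks on 8 sequences, with folds from 1.45 to 4.27. They include a peak on chromosome 2 from 98666650 to 98667272 nearest Gm10800, with 428 tags over a background of 259, and a pair on chromosome 1 nearest Col19a1. Weak folds on many tags at such places set them apart from the clock peaks.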
